A study of Homo sapiens with 2 samples. Its data were reported in "Identification and Characterization of Metastasis‐Initiating Cells in ESCC in a Multi‐Timepoint Pulmonary Metastasis Mouse Model" (2024).

How the data were processed

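Bulk RNA sequencing of sorted KYSE30 cells gave 2 libraries, 1 from the CD44 high fraction and 1 from the CD44 low fraction. Groups were taken from the sample labels. According to the methods of the study, the fractions were the 10% of cells with the most and the 10% with the least CD44 staining. The authors prepared libraries from poly(A) RNA with adapters that carry molecular identifiers, sequenced them in pairs, mapped the reads to GRCh38 with STAR 2.7.8 in two-pass mode, quantified them with RSEM 1.2.31 and compared the libraries with EBSeq 1.18.0. Whether the molecular identifiers were used to remove duplicate reads, and whether the counting used strand, is not given in the sources used here.

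The deposited tables hold 60725 genes and 199348 transcripts. For each library, the authors deposited expected counts from RSEM, divided by a size factor. They also deposited TPM, which RSEM scales by transcript length and by the sum over all transcripts of a library. The authors' comparison is deposited as a fold change (a linear ratio of the scaled counts with a small constant added) and as an FDR, a q-value that EBSeq derives from posterior probabilities. The unscaled expected counts were recovered from the smallest step of each deposited column. Every value was a whole multiple of that step within 1.79e-07 of a step, and the size factors read from the steps (0.999 and 1.00) were those that the median-of-ratios method gives on the recovered counts. No other column of per-sample values was used.

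Counts were scaled by median-of-ratios size factors, a prior count of 0.5 was added, and the log2 ratio of CD44 high over CD44 low was taken. The 95% counting interval of a ratio is the exact conditional binomial (Clopper-Pearson) interval on expected counts rounded to whole numbers, offset by the size factors. With 1 library per group no test across genes was run, and genes were counted by size: at least 50 expected counts in a library, a ratio of at least 2-fold, and an interval excluding equality. Where a library had 0 counts, the ratio was computed against a floor of 3 counts in that library and is a lower bound that leaves out counting error in the other library. Shares of counts carry exact binomial intervals. Whether the deposited values count molecules or reads is not known, and with 1 library per group all intervals cover counting error only. Genes with fractional counts share reads with paralogs or overlapping genes. Among the named genes these are C19orf33, BLOC1S5-TXNDC5, RNASE4, SMIM11A, RN7SL1, KRT6A, KRT14, TGFB2, IFITM1, HSP90AA1, HSP90AB1, SLC2A3, FZD1, FZD2, SERPINB2, PDIA3, CD68, NEAT1, HIST1H2BD, ACTB, RPS2, RPLP0 and ATP5F1, and their levels are uncertain to that extent.

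Gene lists were fixed before the data were examined: 44 lists of gene symbols for the MIS panel and the blotted EMT proteins of the study, epithelial, mesenchymal and squamous states, cell cycle, stress, signalling, matrix, neural, metabolic and immune functions, other cell types, and RNA quality. A further list, of nuclear-encoded respiratory chain genes, was added after the mitochondrial mRNAs had been seen. Members with at least 20 expected counts in a library were measured. A list is described by its median log2 ratio and the percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins. Medians with members at 0 counts set to their bound were the same.

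Genes named in the text were chosen by a rule fixed before the data were examined. It takes the MIS panel, the 6 blotted EMT genes, the 12 highest and 12 lowest ratios among protein coding genes that met the 2-fold rule, the 12 highest and 12 lowest among genes with at least 1000 counts in a library, up to 4 members of each list with the largest ratio that met the 2-fold rule (otherwise up to 2 with the largest counts), and ACTB and GAPDH. Clone names and family names were treated as lacking a symbol. H19 was named after its value had been seen. A few genes that the rule selects are not reported here. Isoform shares are shares of a gene's TPM, and an isoform shift is a share that differs by at least 30 percentage points in a gene with at least 200 counts in both libraries. Exons of CD44 transcripts were taken from GENCODE release 44 (GRCh38) by transcript identifier, and the release behind the deposited tables is not given in the sources used here.

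Alternatives fixed beforehand were TMM factors (edgeR 4.0.16 in R 4.3.3), total counts, TPM on the log2(TPM + 1) scale with a minimum of 1 TPM, a prior count of 5, thinning of the deeper library, other count and fold thresholds, protein coding genes only, other list members and unmatched random lists. Added after seeing the data were removal of a LOWESS trend on transcript length and GC content, genes with whole counts only (within 0.05), TPM without mitochondrial genes, and the TPM scaling applied to the counts. Computations used Python with numpy, scipy and statsmodels. The 2-fold rule was tested on simulated counts for the 60725 genes of this comparison, in which 200 genes were changed: all 50 genes at each of 2.5-fold, 3-fold, 4-fold and 8-fold were called in the right direction, and 1 of 12006 unchanged genes was called. The simulation holds counting noise alone and so says nothing of variation between cultures or sorts.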

Results

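Gene and transcript expression was measured by bulk sequencing of polyadenylated RNA in KYSE30, an established line of human esophageal squamous cell carcinoma that had been engineered to carry luciferase and GFP. The cultured cells were stained with an antibody against CD44, the cell surface receptor for hyaluronan, and sorted by flow cytometry into a CD44 high and a CD44 low fraction. Each fraction gave 1 library. The CD44 high library held 21633236 expected counts and 20803 genes above 0, and the CD44 low library held 22859583 expected counts and 21247 genes above 0. With 1 library per group no difference below has a replicate check, and the intervals given cover counting error only. Ratios are CD44 high over CD44 low throughout.

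The sorted antigen was examined first, because its transcript checks the labels of the fractions. CD44 (ENSG00000026508, chromosome 11, 35138870 to 35232402, GRCh38) had 22819 expected counts in the CD44 high library and 9727 in the CD44 low library, which is 714 against 278 TPM. The ratio was 2.35-fold (95% counting interval 2.29 to 2.41), or 1.23 on the log2 scale. CD44 is part of a panel of 7 metastasis-initiating signature (MIS) genes that the study used to define cells able to seed metastases, and sorting by CD44 was meant to enrich cells carrying that panel. In these 2 libraries the other MIS genes did not follow CD44 to a similar degree. CST6, a cysteine protease inhibitor, had a log2 ratio of 0.37 (455 against 352 counts). RHOD, a small GTPase, had 0.29 (1081 against 882 counts). TM4SF1 and C19orf33 had 0.09 and 0.08, and the interval of C19orf33 spanned 0. S100A14 was slightly lower in the CD44 high library, at -0.20. The median of the 7 genes was 0.09, at percentile 58 of 10000 random lists of the same size matched on mean expression. Without CD44 the median of the remaining 6 was 0.08, at percentile 60.7, and none of the 6 passed a 2-fold difference. By quantitative PCR, which was not re-analysed here, the study reported S100A14, TM4SF1 and CST6 as significantly higher in CD44 high cells.

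Most genes had similar levels in both libraries, and the genes that differed by 2-fold or more were more often lower than higher in the CD44 high library. Of 12361 genes with at least 50 expected counts in a library, 84.5% lay within 1.5-fold. At least 2-fold higher in the CD44 high library were 153 genes, and 520 were at least 2-fold lower, so that 22.7% of these genes were higher. The balance depended on the scaling. TPM moved all genes, whose median log2 ratio was 0.17 on that scale and 0.01 in the main counts. List medians given below on the TPM scale include that shift. On the TPM scale the rule gave 435 higher and 490 lower genes (47.0% higher). With the TPM scaling applied to the counts it gave 235 higher and 407 lower (36.6% higher). With TPM computed without mitochondrial genes, the median of all genes was -0.06. The rule then gave 385 higher and 876 lower genes (30.5% higher). Of the 153 and 520 genes, 128 and 436 were protein coding.

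**Figure D1:**
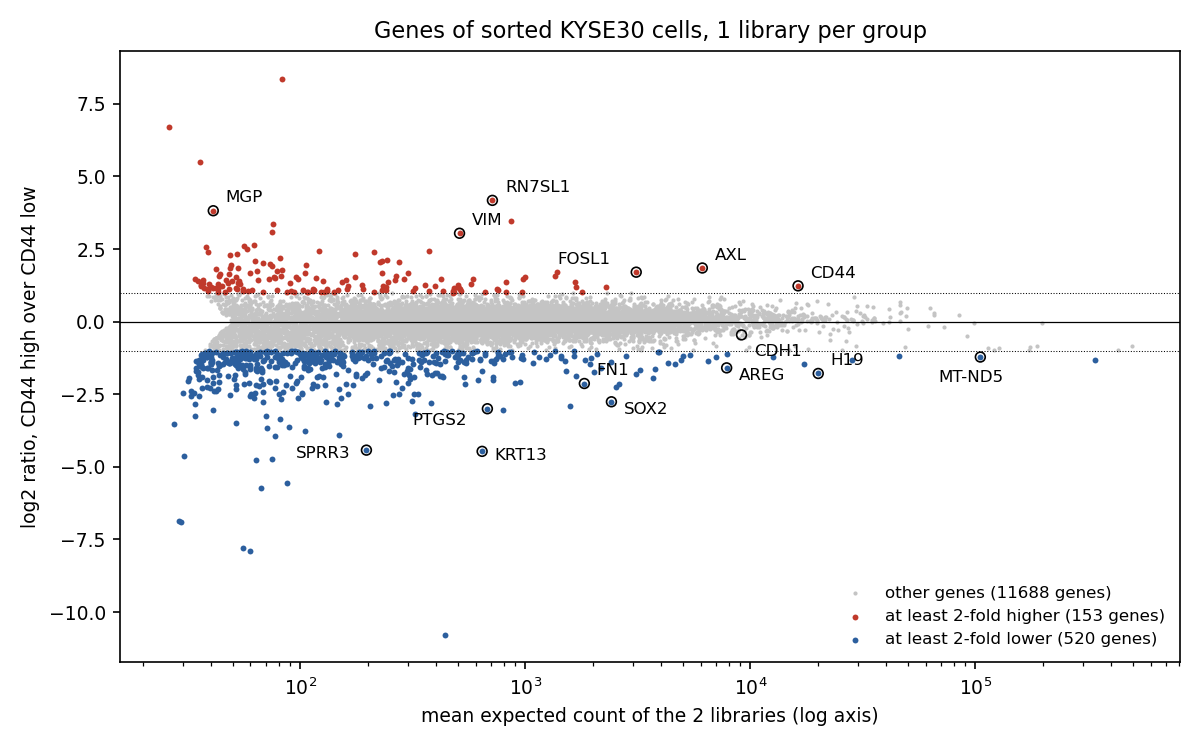
Each point is a gene with at least 50 expected counts in a library, by its mean expected count (x axis, log scale) and its log2 ratio of CD44 high over CD44 low (y axis). Red points are the 153 genes at least 2-fold higher in the CD44 high library and blue points the 520 at least 2-fold lower, circles mark genes named in the text, and dotted lines mark a 2-fold difference.

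Among protein coding genes, the 12 highest ratios in the CD44 high library included the following. VIM, the mesenchymal intermediate filament vimentin (chromosome 10, 17228259 to 17237593), had 909 counts against 110, a ratio of 8.27-fold (interval 6.78 to 10.2). MGP, matrix Gla protein, had 77 counts against 5, and DMBT1, a scavenger receptor, had 138 against 13. COL13A1, a transmembrane collagen, was 5.52-fold higher (3.87 to 8.06), CALB2, the calcium-binding protein calretinin, 5.46-fold (4.47 to 6.72), CDH4, R-cadherin, 5.35-fold (4.11 to 7.05), and ADAM12, a metalloprotease, 5.11-fold (3.84 to 6.91). SLC35F3, SLCO2A1 (a prostaglandin transporter), ADORA1 (an adenosine receptor) and RNASE4 were also among the 12 highest, with 65.18 to 99 counts in the CD44 high library. The counts of RNASE4 are fractional and therefore shared with another gene. BLOC1S5-TXNDC5, a readthrough of neighbouring genes, had 164.85 counts against 0, at least 55.0-fold higher against a floor of 3 counts per library. With counting error in the CD44 high library, its interval began at 44.3-fold. Its reads overlap those of both genes and its level is uncertain.

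The lowest ratios included genes of stratified squamous epithelium. KRT13, a keratin of non-keratinised squamous epithelium (chromosome 17, 41500981 to 41505705), had 55 counts in the CD44 high library against 1229 in the CD44 low library, 22.3-fold lower (17.0 to 29.8). SPRR3, a component of the cornified envelope, was 22.1-fold lower (13.6 to 38.3). Against a floor of 3 counts, MGAT4C, a glycosyltransferase, with 0 counts against 119, was at least 39.6-fold lower. On the same floor PDZD2, with 0 against 59, was at least 19.6-fold lower. With counting error in the CD44 low library, their intervals began at 31.7-fold and 15.5-fold. C8orf4 had 2 counts against 132, a ratio of 65.9-fold with an interval of 17.9 to 550. MMP10, the protease stromelysin-2, had 4 counts against 123, FAT3, an atypical cadherin, had 5 against 144, and DLX5, a homeobox factor, had 9 against 145. VIT, GGT6 and CLCA2 were 15.5-fold, 13.2-fold and 12.7-fold lower. SMIM11A, with 1.9 counts against 58.64 (30.8-fold lower, 7.80 to 249), has fractional counts and is uncertain.

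Among genes with at least 1000 counts in a library, counting error is small where the other library has many counts too. The largest ratios among these genes were those of RN7SL1 (18.2-fold higher, 14.5 to 23.4) and KRT13 (22.3-fold lower, 17.0 to 29.8). Their intervals are wider, with 74.45 counts of RN7SL1 in the CD44 low library and 55 of KRT13 in the CD44 high library. Also higher in the CD44 high library were AXL, a receptor tyrosine kinase linked to mesenchymal states, at 3.60-fold (9560 against 2661 counts, interval 3.44 to 3.76), FOSL1, an AP-1 subunit, at 3.26-fold, and the calcium-dependent membrane protein ANXA3 at 3.26-fold. UPP1 (uridine phosphorylase), LOXL2 (a collagen crosslinking enzyme) and SOX9 were 3.01-fold, 2.79-fold and 2.60-fold higher. The mitotic genes WDR62, UBE2C and GTSE1 and the transcription factor MYBL1 were 2.56-fold, 2.31-fold, 2.20-fold and 2.26-fold higher. Also lower in the CD44 high library was SOX2, the transcription factor of squamous and stem cells (chromosome 3, 181711924 to 181714436), with 619 counts against 4202, 6.78-fold lower (6.23 to 7.39). GJA1 (the gap junction protein connexin 43), PTGS2 (cyclooxygenase 2) and CNTN1 (a neural adhesion molecule) were 8.19-fold, 8.02-fold and 7.46-fold lower. MAP2, SLITRK6, FN1 (fibronectin), TNFSF18 and ID4 were 4.71-fold, 4.44-fold, 4.38-fold, 4.33-fold and 4.19-fold lower. C1orf21 followed with 286 counts against 1144, and the keratin KRT6A was 3.80-fold lower, with fractional counts because its paralogs share reads.

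Squamous identity was lower in the CD44 high library, both in its differentiated and in its basal part. Of 20 measured squamous differentiation genes, 6 were at least 2-fold lower, none was at least 2-fold higher and 14 were neither, with a median log2 ratio of -0.88. That median was smaller in size among the members with at least 200 counts in a library, at -0.38, and on the TPM scale, at -0.21. KRT17 was 3.49-fold lower (2.71 to 4.54), beside KRT13, SPRR3 and KRT6A. Of 21 basal squamous genes, 11 were at least 2-fold lower, none was higher and 10 were neither, with a median of -1.05. Besides SOX2, these included the neurotrophin receptor NGFR at 4.28-fold lower (3.44 to 5.37), TRIM29 at 3.97-fold (3.25 to 4.88) and the basal keratin KRT14, whose reads are partly shared, at 2.88-fold (1.88 to 4.67). Both medians lay below every one of 10000 matched random lists.

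Markers of epithelial and mesenchymal state were then compared, since the study asked whether early metastasizing cells hold a mixed phenotype. Among the mRNAs of 6 EMT proteins blotted in the study, only VIM passed a 2-fold difference. The blots measured protein, and from them the study described epithelial and mesenchymal markers together in CD44 high cells. The mRNA levels of cultured cells given here do not test that result. From single-cell RNA, the study also assigned EMT states by the share of cells positive for CTNNB1 and for SNAI1. It did so for cultured parental cells and for tumor cells from mouse lungs at later times. Such shares of positive cells are another measure than the bulk ratios below, and were not re-analysed here. SNAI1, an EMT transcription factor, had 49 counts against 35, with an interval of the log2 ratio from -0.17 to 1.16. SNAI2 had a log2 ratio of -0.09 that turned to 0.06 on the TPM scale. The tight junction gene TJP1 had 0.29, CTNNB1 (beta-catenin) -0.28 and CDH1 (E-cadherin) -0.46. The median of the 6 was 0.10, at percentile 67.4 of matched random lists, and its sign rested on single genes, as it turned to -0.09 without VIM and also without SNAI1, the only member under 200 counts. Of 35 epithelial junction and identity genes, 1 was at least 2-fold higher, none was lower and 34 were neither, with a median of -0.16 at percentile 0.14 (-0.05 on the TPM scale). The 1 gene was OVOL2, a repressor of EMT, which was 2.21-fold higher (1.69 to 2.90). The 29 measured mesenchymal genes split. VIM, AXL, LOXL2 and TGFB2 (3.20-fold, 2.57 to 3.99) were at least 2-fold higher, FN1 was among 3 that were at least 2-fold lower, and 22 were neither. Their median was 0.19 (-0.21 to 0.48 over members), at percentile 99.4, and fell to 0.09 without VIM and to 0.07 after removal of a trend with gene length and GC content.

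**Figure D2:**
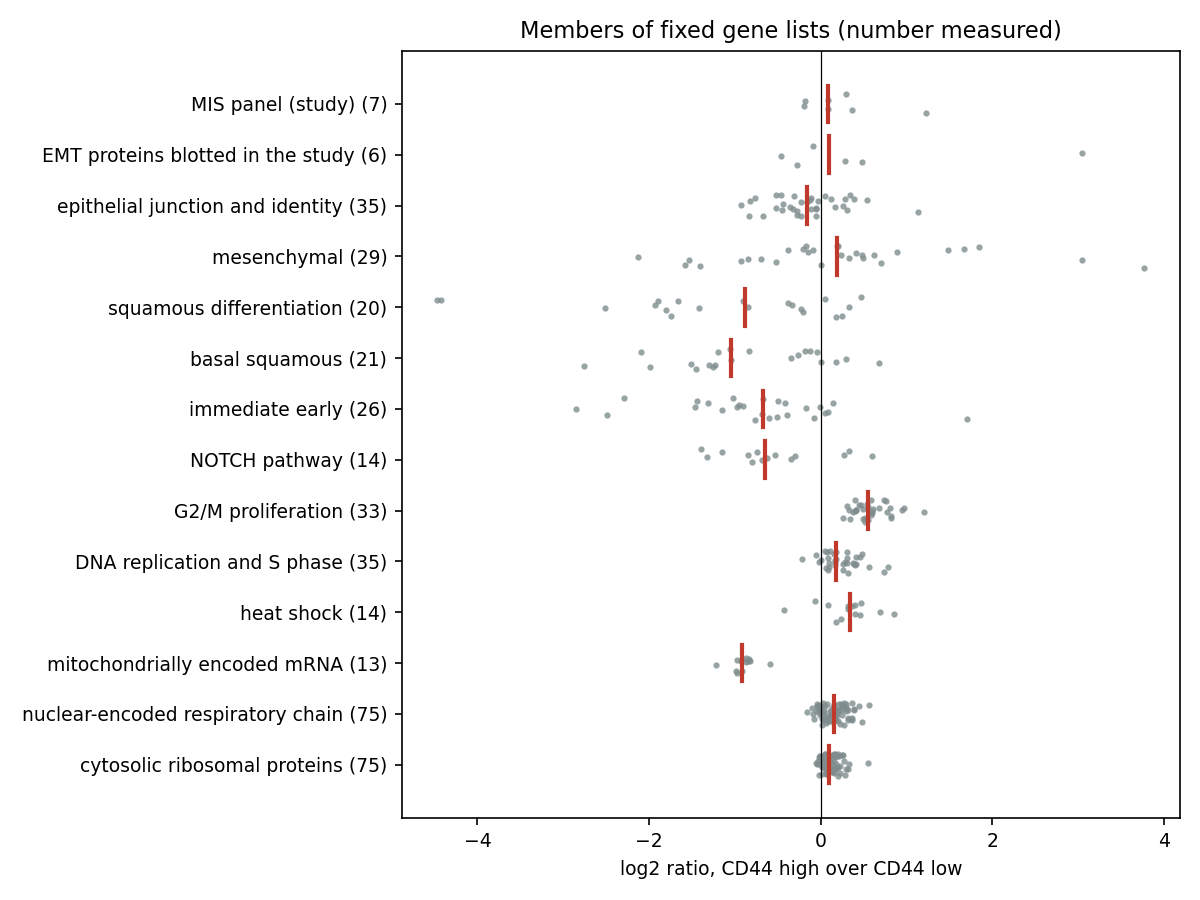
Each grey point is a measured member of a gene list, placed by its log2 ratio of CD44 high over CD44 low (x axis), with vertical jitter for visibility, and the red bar is the list's median. All 33 G2/M genes lie above 0 and all 13 mitochondrially encoded mRNAs lie below it, while the mesenchymal list spreads to both sides.

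Genes of mitosis were higher in the CD44 high library as a group. All 33 G2/M genes were higher beyond counting error, with a median log2 ratio of 0.55 that lay above every matched random list, although UBE2C was the only one to pass 2-fold. The 35 genes of DNA replication and S phase had a median of 0.18, at percentile 99.5 (0.39 on the TPM scale). Of these, 24 were higher and none lower beyond counting error, and none passed 2-fold. RRM2, a subunit of ribonucleotide reductase, was 1.73-fold higher (1.67 to 1.78), and MCM4, part of the replicative helicase, 1.08-fold.

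Stress responses were among the themes the study drew from the genes higher in CD44 high cells, and the stress lists moved apart. These fixed lists are not the genes that the study used, and they do not test its oxidative stress and apoptosis assays. The 26 immediate early genes had a median log2 ratio of -0.68, below every matched random list, with 8 at least 2-fold lower, 1 at least 2-fold higher and 17 neither. EGR2, EGR3 and the nuclear receptor NR4A3 were 7.28-fold, 5.63-fold and 5.08-fold lower, while FOSL1 was the exception. The 14 measured heat shock genes had a median of 0.35, at percentile 99.99, and none passed 2-fold. The chaperones HSP90AA1 and HSP90AB1 had log2 ratios of 0.45 and 0.24. ATF4 and unfolded protein response genes had a median of 0.23 over 29 genes, at percentile 99.9. Only VLDLR, a lipoprotein receptor, passed 2-fold (2.07-fold higher, 1.32 to 3.31). The 23 measured p53 targets had a median of -0.41 (-0.19 on the TPM scale), at percentile 0.01, with 3 at least 2-fold lower, none higher and 20 neither. These were TP53INP1 (4.32-fold lower), BTG2 (2.64-fold) and the stress cytokine GDF15 (2.18-fold). The 27 NRF2 and oxidative stress genes had a median of 0.02, at percentile 42.8. GPX2 and ALDH3A1, both detoxifying enzymes, were 2.68-fold and 2.34-fold lower, and HMOX1, heme oxygenase 1, was 2.18-fold higher. The 31 apoptosis regulators had a median of 0.04, at percentile 59.6, with the death-related genes BMF and TNFSF10 4.60-fold and 2.71-fold lower.

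Neuron development, lipid metabolism, cell migration and stemness were further themes of the study. It drew neuron development, lipid metabolism and migration from its most upregulated genes, and examined migration and self-renewal in cell assays. The fixed lists below are other gene sets, and their medians do not test those results. Of 50 measured genes of axon guidance and neuron development, 3 were at least 2-fold higher, 8 were at least 2-fold lower and 39 were neither. Their median log2 ratio was -0.22, at percentile 0.1. On the TPM scale it was -0.03, or -0.19 relative to the median of all genes. The 4 with the largest ratios were lower: CNTN1, MAP2, NRCAM (4.04-fold) and the guidance factor SEMA3D (3.65-fold). Of 13 synapse and neuroendocrine genes, ENO2, neuronal enolase, was 3.20-fold higher (2.32 to 4.49). The median of the 13 was -0.10. On the TPM scale it was 0.002, or -0.16 relative to the median of all genes. The 32 lipid metabolism genes had a median of 0.03, at percentile 52.2. MGLL, which releases fatty acids from monoglycerides, was 4.25-fold higher (3.36 to 5.43) and ANGPTL4, an inhibitor of lipoprotein lipase, 2.19-fold higher, while PPARA was 2.26-fold lower. The 39 actin and motility genes had a median of 0.05, at percentile 48.6, and none passed 2-fold. Of 10 measured stemness factors, SOX2 alone passed 2-fold, and the median was -0.14. On the TPM scale it was 0.02, or -0.14 relative to the median of all genes.

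Most matrix genes did not pass a 2-fold difference, and the medians of their lists lay below 0. The 32 laminins, collagens and matrix proteins had a median log2 ratio of -0.42, below every matched random list, with 1 at least 2-fold higher, 5 at least 2-fold lower and 26 neither, and of -0.26 among the 21 members with at least 200 counts and -0.14 on the TPM scale. COL13A1 was the higher one, and SPP1 (osteopontin), FN1 and COL6A1 were 6.09-fold, 4.38-fold and 2.92-fold lower. The 26 matrix proteases and inhibitors had a median of -0.26, at percentile 0.16 (-0.05 on the TPM scale), and 23 were neither 2-fold higher nor lower. ADAM12 was higher, and MMP10 and SERPINB2 (2.03-fold) were lower. The 17 integrins and other matrix receptors had a median of -0.21, at percentile 0.3 (-0.05 on the TPM scale), with ITGB8 2.61-fold lower (2.45 to 2.79) and the other 16 neither 2-fold higher nor lower. Of 13 genes for hyaluronan metabolism and partners of CD44, HAS2, a hyaluronan synthase, was 6.45-fold lower (4.10 to 10.6) and SPP1, a CD44 ligand, was lower as well, while 11 were neither. The median of these 13 was -0.22, at percentile 6.08, and -0.05 on the TPM scale. Relative to the median of all genes on that scale, these 13 stood at -0.22. The proteases and inhibitors stood at -0.22, the receptors at -0.21 and the matrix proteins at -0.30.

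Signs of RNA composition also differed between the libraries. Mitochondrially encoded genes took 7.50% of the counts in the CD44 high library (95% exact interval 7.48 to 7.51) and 14.003% in the CD44 low library (13.99 to 14.02). All 13 mitochondrial mRNAs were lower beyond counting error, with a median log2 ratio of -0.91, below every matched random list. MT-ND5, a subunit of respiratory complex I, was 2.33-fold lower. The nuclear RNAs MALAT1 and NEAT1 were 1.43-fold and 1.98-fold lower, and the 6 measured nuclear retained RNAs had a median of -0.22 that turned to 0.17 on the TPM scale. Replication-dependent histones, most of whose transcripts lack a poly(A) tail, had a median of -0.65 over 16 genes, at percentile 0.07 (-1.06 among the 6 with at least 200 counts), with 4 at least 2-fold lower, among them HIST1H3H (2.95-fold) and HIST1H2BD (2.60-fold). RN7SL1, the RNA of the signal recognition particle, which carries no poly(A) tail, had 1352.16 counts against 74.45, 18.2-fold higher (14.5 to 23.4), and shares reads with near-identical copies. The 75 cytosolic ribosomal protein genes had a median of 0.10, at percentile 82.3, with RPS2 and RPLP0 at 1.02-fold higher each. The 14 reference genes had a median of 0.15, at percentile 87.9. ACTB was 1.23-fold and GAPDH 1.16-fold higher.

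Few markers of other cell types reached the count minimum in either library. Of 15 fibroblast markers 4 were measured, all lower beyond counting error, with a median log2 ratio of -1.50 at percentile 0.34. On the TPM scale it was -0.55, and only 2 of the 4 had at least 200 counts in a library. FBLN1 (fibulin 1) had 113 counts against 344. Of 20 haematopoietic markers 2 were measured, and the lysosomal gene CD68 had 122.52 counts against 58.62. Of 12 endothelial markers 2 were measured, ERG with 26 against 22 counts and ESAM with 20 against 14. Of 20 glandular and intestinal markers only AGR2, a secretory pathway protein, was measured, and it was 3.47-fold lower (1390 against 4827 counts). None of the 10 HLA class II genes was measured.

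CD44 is spliced into forms that differ in a block of variable exons in the extracellular stem, and the transcript table shows which forms made up the difference. GENCODE release 44 places 9 variable exons between 35196746 and 35211449 on chromosome 11. The standard form without variable exons (ENST00000263398) had 173 TPM in the CD44 high library and 70.0 in the CD44 low library, which is 24.2% and 25.2% of CD44 transcripts. The form with 8 variable exons (ENST00000415148) had 172 and 70.2 TPM, or 24.1% and 25.3%. A form with the last 3 variable exons (ENST00000433892) had 83.8 and 5.65 TPM, or 11.7% and 2.03%, and its estimated counts were 2653 and 199, a ratio of 13.4-fold. The form with all 9 variable exons (ENST00000428726) had 19.8 and 16.4 TPM, or 2.77% and 5.89%. The assignment of reads to forms is a model estimate whose error is not known from these libraries. Transcripts with any variable exon made up 64.4% of CD44 TPM in the CD44 high library and 58.3% in the CD44 low library. The remainder includes short transcripts that lie outside the variable exons, so whether their molecules carried any is unknown. Such a transcript, ENST00000525469 with 2 exons, made up 7.65% and 13.1%, so these totals do not by themselves show a change in splicing. In units of expected counts, which weigh long transcripts more, transcripts with any variable exon made up 46.5% and 42.5%. The standard form alone made up 50.4% and 53.1%, so which forms hold the majority depends on the unit. Among the deposited CD44 transcripts only the standard form extends past 35230027, to 35232402. Reads from that stretch could only be assigned to it, so its share also depends on where transcripts are annotated to end. Across 9344 genes with at least 200 counts in both libraries, 175 had a transcript whose share differed by 30 percentage points or more, while the largest such difference for a CD44 transcript was 9.69 points.

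**Figure D3:**
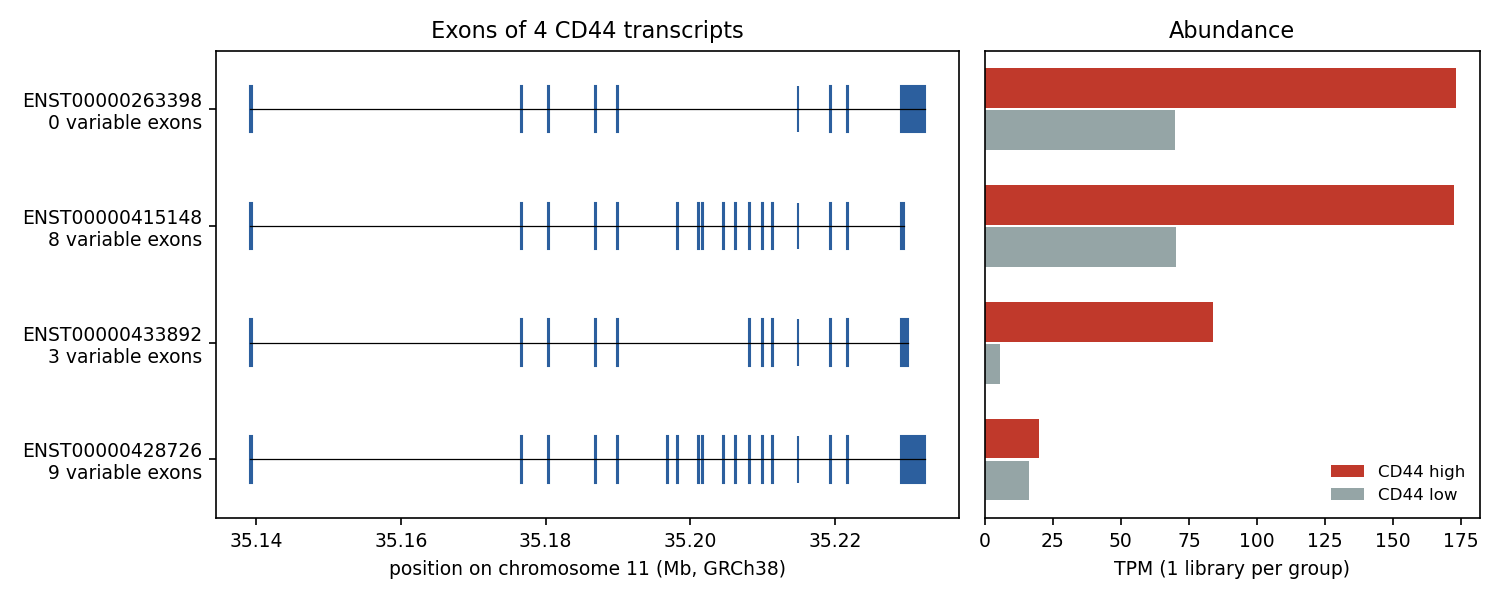
The left panel maps the exons (blue boxes, to scale) of 4 CD44 transcripts of GENCODE release 44 on chromosome 11 in Mb (GRCh38). The right panel gives their TPM in the CD44 high (red) and CD44 low (grey) library. Transcript ends can differ from the deposited ones: the form with 9 variable exons is drawn to 35232402, but its deposited end is 35230027. The form with 3 variable exons had 83.8 TPM against 5.65, while the form with 9 variable exons had 19.8 against 16.4.

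The deposited comparison of the same libraries gave a similar balance of directions. At an FDR under 0.05 and a 2-fold difference, the authors' deposited table holds 113 genes higher and 401 genes lower in the CD44 high library. Of these calls in the authors' deposited table, 84 and 302 also passed the count minimum and the 2-fold rule used here, which leaves 69 higher and 218 lower genes of that rule without a call. The authors' deposited table gives CD44 an FDR of 0.0124, AXL 1.11e-08, FOSL1 3.67e-07 and FN1 8.01e-12. Of the genes named in the text that met the 2-fold rule, those without a call in the authors' deposited table were TM7SF2 (FDR 0.06), KRT14 (0.06), PPARA (0.09), GDF15 (0.12), FZD2 (0.12), OVOL2 (0.19), CSF1 (0.23), GPX2 (0.24), PDE4A (0.36), CD68 (0.52), HMOX1 (0.66), ANGPTL4 (0.75), VLDLR (0.81) and SERPINB2 (0.87). For the CD44 form with 3 variable exons, the authors' deposited table gives an FDR of 2.44e-09, and for the standard form 0.968. These values rest on 1 library per group and so measure how far these libraries differ, not how far the sorted populations differ.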

Values the study reported

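For the bulk comparison of sorted KYSE30 cells, the study reported 113 genes with raised expression in the CD44 high fraction and 401 with lowered expression.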

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

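Alternatives fixed before the data were examined and those added afterwards (the length and GC trend, whole counts only, TPM without mitochondrial genes and the TPM scaling applied to the counts) were run for the results they concern. The median of all genes shifted by 0.16 (log2) on the TPM scale, so TPM medians are best read against that shift. It shifted by less than 0.1 in size under TMM, total counts and TPM without mitochondrial genes. CD44 stayed more than 2-fold higher throughout, with a log2 ratio of 1.31 under total counts, 1.36 under TPM and 1.29 after thinning. The 153 higher and 520 lower genes became 444 and 1229 without a count filter, 63 and 232 at a minimum of 200 counts, 609 and 1291 at 1.5-fold, and 27 and 102 at 4-fold, as these thresholds admit more or fewer genes. They became 435 and 490 under TPM, 385 and 876 under TPM without mitochondrial genes, and 235 and 407 with the TPM scaling on the counts. Under TPM 97 and 220 genes were shared with the main counts. Under TMM all 153 higher and 497 of the 520 lower genes were kept, and after removal of the length and GC trend 135 and 479. The authors' calls numbered 79 and 288 at an FDR under 0.01, and 84 and 302 with a minimum of 50 counts. The squamous differentiation median was -0.21 under TPM, where adding 1 to low values shrinks ratios, and -0.38 at a minimum of 200 counts. The G2/M median was 0.63 under total counts, 0.73 under TPM and 0.61 after the length and GC trend, and the mitochondrial mRNA median was -0.84 under total counts and -0.77 under TPM. In units of expected counts, the CD44 high minus CD44 low difference in share was -2.71 percentage points for the standard CD44 form and -4.31 for the form with all 9 variable exons. Isoform shifts numbered 698 and 19 genes at thresholds of 20 and 50 points, and 14 at a minimum of 1000 counts. CALR turned to 0.061 and PDIA3 to 0.015 (log2) under TPM. Of 335 list medians under an alternative, 28 left the 95% bootstrap interval over their members and none whose interval excluded 0 changed sign. Several medians within 0.15 of 0 did change sign. So did 2 farther from 0 under TPM, the WNT pathway (-0.37 to 0.02) and nuclear retained RNA (-0.22 to 0.17). Against unmatched lists, 17 of 42 list percentiles moved by 5 points or more. For these movements the cause was not tested unless given. No paired analysis was possible because each group has 1 library. Depth limits genes under about 50 counts most, where intervals span more than a 2-fold range.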

Other observations

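Several signalling lists held contrasts within them. Their medians on the TPM scale include the shift of all genes on that scale. The 14 measured NOTCH pathway genes had a median log2 ratio of -0.65 in CD44 high over CD44 low, below every one of 10000 matched random lists, with 3 at least 2-fold lower, none higher and 11 neither. HEY1, a NOTCH target, was 2.62-fold lower (95% counting interval 2.29 to 3.01), the ligand DLL1 2.51-fold (1.95 to 3.26) and the coactivator MAML2 2.22-fold (1.94 to 2.55). In the WNT pathway the receptor genes went opposite ways: FZD1 was 4.42-fold lower (3.78 to 5.18) and FZD2 2.09-fold higher (1.81 to 2.42), and the ligand WNT10B was 3.25-fold higher. The WNT median over 19 genes was -0.37 and turned to 0.02 on the TPM scale, or -0.14 relative to the median of all genes. The EGFR ligands AREG and EREG were abundant and 3.02-fold (2.91 to 3.13) and 2.35-fold (2.27 to 2.44) lower, the only 2 of 24 genes in the MAPK feedback and EGFR ligand list to pass 2-fold, and that list's median of -0.02 turned positive on the TPM scale, to 0.11. Among 23 YAP and TEAD targets, AXL and TGFB2 were higher and CTGF, a matrix signalling protein, was 2.29-fold lower (2.19 to 2.39), with a median of -0.05 that turned to 0.21 on the TPM scale. The cytokine receptor EPOR was 4.08-fold higher among 33 JAK-STAT genes, whose median was -0.13. On the TPM scale that median was 0.001, or -0.16 relative to the median of all genes. Of 24 genes of cyclic nucleotide signalling, the phosphodiesterases PDE4B (3.18-fold) and PDE4A (2.52-fold) were higher, none was 2-fold lower, and the median was -0.13 at percentile 17.4.

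Inflammatory and metabolic lists moved little as groups. The 21 measured NF-kB and inflammatory genes had a median of -0.01 that turned to 0.14 on the TPM scale, with PTGS2 and the growth factor CSF1 (2.94-fold) lower. The 31 interferon response genes had a median of -0.13, at percentile 7.54, with IFITM1 4.64-fold lower (2.88 to 7.51). The 20 genes of HLA class I and antigen processing had a median of -0.12 that turned to 0.15 on the TPM scale, and none passed 2-fold. CALR and PDIA3, its most abundant members, had -0.11 and -0.15. The 25 cholesterol synthesis genes had a median of 0.12, at percentile 91.3. The sterol reductase gene TM7SF2 was 2.76-fold lower. The 30 hypoxia and glycolysis genes had a median of 0.05, at percentile 65.4, with ENO2 and ANGPTL4 higher and the glucose transporter SLC2A3 2.52-fold lower. H19, an imprinted noncoding RNA, had 8988 counts in the CD44 high library against 31025, 3.45-fold lower.

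The tests of scaling for the mitochondrial mRNAs, of the G2/M excess over S phase and of selection by cell size were chosen after their results had been seen. All 13 mitochondrial mRNAs were lower in the CD44 high library. A scaling factor moves every gene of a library alike, so the gap of -0.92 (log2) or more in size between the list and the median of all genes, nearly equal under TMM, total counts and TPM, does not test scaling. For more nuclear RNA from damaged cells in the CD44 low library, transcripts annotated as retained introns were examined. Their share of the TPM of nuclear genes was 1.01 times as high in the CD44 low library (8.13% against 8.05%). The quantification covers annotated transcripts only, so this share can miss unspliced RNA and does not decide the question. MALAT1 and NEAT1 were lower in the CD44 high library too. Lower expression of the whole respiratory chain was argued against by 75 nuclear-encoded genes, whose median was 0.16 (0.09 to 0.20 over members), at percentile 99.9 (0.09 after the length and GC trend was removed), with ATP5B and ATP5F1 1.37-fold and 1.25-fold higher. More nuclear RNA from damaged cells stays open. A difference in mitochondrial transcription or genome copies between the sorted cells, or in handling of the fractions, stays open as well and was not tested.

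The 33 G2/M genes were higher in the CD44 high library. A larger share of G2/M cells in the CD44 high gate may account for it. The G2/M median exceeded that of the S phase genes by 0.37 (0.21 to 0.44 over members), a gap between medians already seen. Of the 35 S phase genes, 24 were higher beyond counting error too. The gap therefore does not separate more G2/M cells from more cycling cells of any phase. Larger cells carry more surface antigen, and since the fractions were sorted on CD44, its log2 ratio of 1.23 does not settle whether selection of larger cells contributed. Whether CD44 high cells also divide faster cannot be read from these libraries, and no sort by DNA content was analysed here.

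More genes were at least 2-fold lower than higher in the CD44 high library. A trend with gene length and GC content was argued against, since 3.58 lower genes per higher gene remained after it was removed, and so was noise at low counts, since the balance was 3.94 among genes with at least 1000 counts (71 lower, 18 higher). Scaling may account for part of it: against 3.40 in the main counts, the balance was 3.05 under TMM, 2.51 under total counts, 2.28 under TPM without mitochondrial genes, 1.73 with the TPM scaling on the counts and 1.13 under TPM, a setting that also adds 1 to each value and admits genes with few counts. At any fold, 4001 genes were higher and 3831 lower beyond counting error, so the excess of lower genes lay among larger ratios. These relative counts cannot show a wider loss of transcripts in CD44 high cells. Such a loss stays a hypothesis, and the balance depends on the scaling.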
